A study of Homo sapiens with 26 samples.

How the data were processed

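The data were 26 mRNA libraries of LX-2 cells in 6 groups: untreated (NT, replicates 1, 2, 4 and 5), control mimic (NC, 1 to 4), TGF beta alone (TGFB1, 1 to 5), miR-34b plus miR-34c mimics (miR, 1, 3, 4 and 5), control mimic with TGF beta (TGFB1+NC, 2 to 5) and miR-34b plus miR-34c mimics with TGF beta (TGFB1+miR, 1 to 5). Per the labels the replicates were biological replicates, the cells were kept in DMEM with 2% serum, and the libraries were made from 125 ng of RNA with the NEGEDIA Digital mRNA-seq method and sequenced on a NovaSeq in single-end mode with 100 cycles.

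The deposited values were counts per Ensembl gene, 1 file per library. The authors' processing notes name bcl2fastq, STAR 2.6.0a, HTSeq and the human genome build hg38. The versions of bcl2fastq and HTSeq, the annotation release, the strand setting of the counting and the use of molecular tags are not given in the sources used here, and whether the counts are of reads or of tags collapsed for PCR copies was therefore left open. The files hold 33694 gene identifiers, of which 32807 were matched to a symbol and 33132 to GENCODE 29 (GRCh38), the source of all coordinates and 3' UTRs (18934 genes had one). Entries for reads given to no gene stayed out of library sizes and tests. Reads outside genes were 12.6% to 23.4% and reads with no unique alignment 11.7% to 19.9% of all entries per library, and mitochondrial genes took 3.78% to 6.76% of the gene counts. The counts in genes were 2027380 to 4351760 per library, with 14568 to 15678 genes detected.

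Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the groups (12039 genes), library sizes were scaled by TMM, and 1 quasi-likelihood model with a mean per group (glmQLFit, biological coefficient of variation 0.105) was fitted to all 26 libraries. The contrasts were TGFB1 vs NT, NC vs NT, TGFB1+NC vs NC, miR vs NC, TGFB1+miR vs TGFB1+NC, TGFB1+miR vs miR, TGFB1+NC vs TGFB1, and 2 interactions: whether the mimic effect differed with TGF beta, and whether the TGF beta response differed after control transfection. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 in glmQLFTest. Comparisons that use the same control libraries share their chance values. PDGFRA had 54 counts in all libraries together and was not tested.

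Gene lists (21, of which 19 could be tested; the hepatocyte and macrophage lists had too few expressed members) were written from general knowledge of the field. They were tested in the first 5 contrasts and the 2 interactions with camera on voom values in limma 3.58.1, with an inter-gene correlation of 0.01 and, beside it, a correlation estimated per list, and adjusted over the lists of a contrast. Members called are given from the edgeR test over all genes and after adjustment over the list alone. Camera p values of the induced and repressed gene sets were adjusted over 4 tests, and those of the seed-match genes over 4 contrasts, an adjustment added after the data had been seen. Lists in the further contrasts were added after the data had been seen.

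The genes named were chosen by a rule. It took a panel of stellate cell genes (among them ACTA2, COL1A1, COL1A2, COL3A1, FN1, CCN2, TIMP1, TGFB1, PDGFRA, PDGFRB and SMAD7) and, for the mimic comparisons, 13 reported miR-34 targets. It added the 6 largest rises and 6 largest falls per contrast among called genes with a symbol, a mean log2 CPM of at least 3 and groups that did not overlap. It also added up to 4 members with the smallest adjusted p of each list described and, for the interactions, the 5 smallest adjusted p in each direction. Some genes taken by the rule are not reported here. The fits, lists, named-gene rule and alternatives were written before the data were examined, except where the text says otherwise.

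Seed matches were searched in the longest 3' UTR of 11359 tested genes as CACTGCC and ACTGCCT, the 7-base matches to miR-34c-5p and miR-34b-5p. The shift is the median log2 fold change of genes with a match minus that of genes without, matched on deciles of UTR length and expression, and 87 permutations of CACTGCC were the reference. Ranking all 16203 7-mers by a regression of fold change on their presence, with UTR length, GC content and expression as covariates, was added after the data had been seen. Exact two-sided permutation tests compared library measures between groups, adjusted over 28 tests. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps and the figures.

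The scripts were tested on simulated data with counts drawn from the real means and library sizes and 50 genes changed at each fold size. In the miR vs NC design 66% of 1.5-fold, 90% of 2-fold and 100% of 3-fold changes were recovered among 11889 genes, and in the NC vs NT design 64%, 78% and 100% among 11902 genes. False calls ran from 5 of 183 (miR vs NC) to 12 of 194 (TGFB1 vs NT) over 7 contrasts. A planted seed shift of -0.1 came back as -0.0997 in miR vs NC and -0.105 in TGFB1+miR vs TGFB1+NC, and a 7-mer planted in noise ranked first in 20 of 20 trials. Of the 129 genes named, 62 overlap a gene on the opposite strand in GENCODE 29, and ACTA2 overlaps 3, so reads of these genes can be shared if the counting ignored strand.

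Alternatives were DESeq2 1.42.0 (its size factors within edgeR, and its Wald test), library sizes alone, limma voom, no filter on low counts, a mean count of at least 50, only the groups of a contrast, the replicate number as a block, each library left out in turn, other definitions of seed matches and gene sets, and untransfected groups as comparators. Fusion, splicing and variant analyses were not made, since the files hold counts per gene.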

Results

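Gene expression was measured in LX-2 cells, an established human hepatic stellate cell line, the cell type that turns into a collagen-producing myofibroblast in the injured liver. The 26 libraries fell into 6 groups. Untreated and untransfected cells (NT, n = 4) and cells given recombinant TGF beta, the main profibrotic cytokine of the liver (TGFB1, n = 5), were set beside cells transfected with a universal negative control mimic (NC, n = 4) or with a mixture of mimics of the microRNAs miR-34b and miR-34c (miR, n = 4), and cells given either transfection and then TGF beta (TGFB1+NC, n = 4, and TGFB1+miR, n = 5). From a protocol text shared by all samples it is read here that TGF beta was given at 2 ng/ml, in transfected cells 6 h after transfection, and that RNA was taken 24 h later; the times for the groups without TGF beta are not given in the sources used here. The replicates were biological replicates per the labels. The counts assigned to genes summed to between 2027380 (NT replicate 2) and 4351760 (NC replicate 1) per library, and 12039 genes had enough counts to be tested. All changes are log2 fold changes from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, given with the standard error (SE) for the genes described in most detail, and a gene is said to rise or fall only at an adjusted p under 0.05. The largest rises and falls are given among well-expressed, separated genes, meaning called genes with a symbol, a mean log2 CPM of at least 3 and values that did not overlap between the groups; less expressed genes can have larger changes. Where lists share a sentence, the parentheses give members called up and down, the same counts adjusted over the list alone, and the adjusted p, in this order.

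The first comparison asked how untransfected LX-2 cells responded to TGF beta. COL1A1 (ENSG00000108821, chromosome 17, 50183289 to 50201632 in GRCh38), which encodes the main chain of type I collagen, reached 3825 ± 204 CPM (SD, n = 5) with TGF beta compared to 1747 ± 90.6 CPM (SD, n = 4) in untreated cells, a log2 fold change of 1.13 ± 0.0746 (SE, adjusted p = 1.07e-15). The smooth muscle actin gene ACTA2 (ENSG00000107796, chromosome 10, 88935074 to 88991339), the usual marker of activated stellate cells, rose by 0.71 ± 0.141 (adjusted p = 0.000589). Fibronectin (FN1, 1.28), the second type I collagen chain gene COL1A2 (0.72) and the matricellular gene CCN2 (1.07) rose as well. The TGFB1 gene itself rose by 1.71 ± 0.21 (adjusted p = 8.76e-08). COL3A1 (0.27, adjusted p = 0.0861), TIMP1 (0.22, 0.107), PDGFRB (0.21, 0.47) and SMAD7 (0.86, 0.0519) did not pass the test.

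In all, 603 genes changed with TGF beta, of which 285 rose and 318 fell, and 55 of the rises and 34 of the falls were at least 2-fold. The largest rises among well-expressed, separated genes were those of PMEPA1, a membrane protein that dampens SMAD signalling (3.01 ± 0.228), HES1, a transcriptional repressor of the Notch pathway (2.80), the secreted matrix protein gene TGFBI (2.17), the liprin gene PPFIA4 (1.76) and the immediate-early transcription factor gene EGR1 (1.74), followed by the TGFB1 gene. The largest falls among them were those of SERPINB2, an inhibitor of plasminogen activators (-2.18 ± 0.231), the interstitial collagenase gene MMP1 (-1.61 ± 0.334), the transmembrane collagen gene COL13A1 (-1.26), the glutamate receptor subunit gene GRIN2A (-1.23), the secreted Wnt antagonist gene SFRP1 (-1.18) and LRRC2 (-1.18). The adjusted p of MMP1 was 0.00117, and 0.0671 without NT replicate 5.

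Matrix, contractile and metabolic genes were then followed as lists. Of 33 TGF beta/SMAD target genes, 15 rose and 0 fell, or 18 and 0 adjusted over the list alone (camera adjusted p = 3.49e-17), among them BHLHE40 (1.60), a transcriptional repressor. Of 33 collagens and other matrix proteins, 17 rose and 3 fell (22 and 3 adjusted over the list alone, adjusted p = 1.56e-25), with COL6A3 (1.47) and COL5A1 (1.06) among the rises. Of 19 collagen processing and crosslinking enzymes, 8 rose, including the prolyl hydroxylase gene P4HA1 (0.64) and the lysyl hydroxylase gene PLOD2 (0.59), and 0 fell (11 and 1 adjusted over the list alone, adjusted p = 1.85e-07). Of 23 contractile and cytoskeletal genes, 7 rose and 2 fell (12 and 2 adjusted over the list alone, adjusted p = 5.61e-07): tropomyosin (TPM1, 0.87) and transgelin (TAGLN, 0.78) rose, while the myosin light chain kinase gene MYLK fell (-0.55). Of 28 hypoxia and glycolysis genes, 13 rose and 0 fell (17 and 0 adjusted over the list alone, adjusted p = 1.93e-16), with VEGFA (1.14), a growth factor for blood vessels, and the lactate exporter gene SLC16A3 (0.63) as examples. Of 32 amino acid stress genes that are targets of the transcription factor ATF4, 11 rose and 1 fell (16 and 1 adjusted over the list alone, adjusted p = 3.54e-10); ASNS (0.85), PSAT1 (0.67) and ALDH1L2 (1.20), which serve asparagine, serine and folate metabolism, were among the rises. Of 22 unfolded protein response genes, 7 rose and 0 fell (9 and 1 adjusted over the list alone, adjusted p = 9.5e-07), including the disulfide isomerase gene PDIA4 (0.45).

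All 3 tested epithelial markers rose (3 and 0 adjusted over the list alone, adjusted p = 3.44e-06), the keratin genes KRT7 (1.57), KRT18 (0.32) and KRT8 (0.50), the last with an adjusted p of 0.0693 without NT replicate 5. Keratin genes have pseudogene copies that can share reads. Of the 17 epithelial markers listed only these 3 keratin genes were tested, and the median marker was at 0.135 CPM. CDH1 (0.125 CPM) and EPCAM (0.0661 CPM) were among those not tested, so the list result concerns keratin genes alone. These 8 lists were also called with an estimated correlation. The remaining 11 lists were not called, with adjusted p from 0.114 for the G1/S cell cycle genes to 0.979 for the matrix proteases and inhibitors, where 3 members rose, among them the gelatinase gene MMP2 (1.12), and 3 fell. Of the markers of other liver cell types, averaged over the libraries, albumin was at 0.211 CPM, the highest hepatocyte marker was CPS1 at 19.7 CPM, the highest macrophage marker was CD68 at 9.65 CPM and the highest endothelial marker was at 19.2 CPM, and the median marker of these lists was at 0.0177, 0.0138 and 0.0613 CPM. The share of counts from mitochondrial genes was 5.98% ± 0.688 (SD, n = 5) with TGF beta and 4.97% ± 0.409 (SD, n = 4) without (exact two-sided permutation p = 0.0476, 0.461 after adjustment over 28 tests of library measures).

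**Figure D1:**
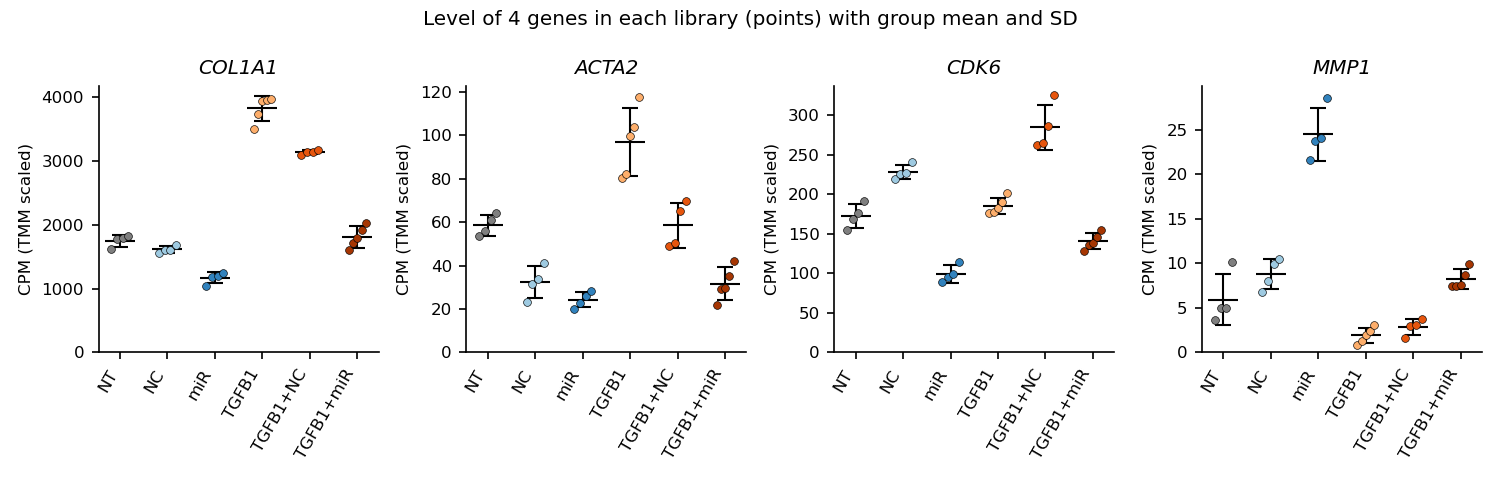
Levels of COL1A1, ACTA2, CDK6 and MMP1 in CPM (scaled by TMM; vertical axes) in each library (points) of the 6 groups (horizontal axes), with the group mean and SD as bars. COL1A1 averaged 3140 CPM with TGF beta and the control mimic and 1810 CPM with TGF beta and the miR-34b/c mimics, and CDK6 averaged 285 and 141 CPM in the same groups.

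The second comparison measured what transfection with the control mimic did by itself. Relative to untreated cells, 283 genes changed, of which 142 rose and 141 fell, and 31 rises and 6 falls were at least 2-fold. ACTA2 fell to 32.4 ± 7.33 CPM (SD, n = 4) from 58.5 ± 4.82 CPM (SD, n = 4), a log2 fold change of -0.88 ± 0.159 (adjusted p = 0.000623), whereas COL1A1 (-0.11, adjusted p = 0.491), FN1 (-0.26, 0.0979) and CCN2 (0.58, 0.0668) did not pass the test. Nor did COL1A2 (0.03, adjusted p = 0.909), COL3A1 (0.05, 0.841), TIMP1 (0.08, 0.684), the TGFB1 gene (0.33, 0.528), PDGFRB (0.05, 0.914) and SMAD7 (0.00, 0.999). The largest rises among well-expressed, separated genes were those of PGAM1 (1.77 ± 0.364), a glycolytic mutase whose near-identical gene copies can share reads, the semaphorin gene SEMA7A (1.56), HES1 (1.41), the stress-induced mTOR inhibitor gene DDIT4 (1.38), the lipase inhibitor gene G0S2 (1.33) and the mitochondrial adenylate kinase gene AK4 (1.32). The largest falls among them were those of ANKRD1, a target of the YAP pathway (-1.12), IRGQ (-1.10), the vesicle GTPase gene RAB3D (-1.07), the G protein modulator gene GPSM3 (-1.06), SERGEF (-0.99) and the desmosomal gene PKP2 (-0.98). The call of RAB3D was lost without NT replicate 2, 4 or 5 or NC replicate 1, 2 or 4 (adjusted p 0.054 to 0.205), that of PKP2 without NT replicate 2, 4 or 5 or NC replicate 1 or 4 (0.051 to 0.128), and that of SERGEF without NC replicate 2 (0.0581).

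The hypoxia and glycolysis list stood out after control transfection, with 5 of 28 genes higher and 0 lower (11 and 0 adjusted over the list alone, adjusted p = 9.16e-10), including the mitophagy receptor gene BNIP3 (1.02 ± 0.1), VEGFA (0.74) and the glycolytic kinase gene PGK1 (0.40). Inflammatory cytokines and NF-kB targets (4 of 18 rose, 4 and 0 adjusted over the list alone, adjusted p = 0.00726), unfolded protein response genes (1 of 22 rose, 4 and 0, 0.0045) and matrix proteases and inhibitors (1 of 19 rose and 1 fell, 4 and 1, 0.0134) were higher as lists. Among the NF-kB targets, NFKBIZ (1.05) lost its call without NT replicate 4 (adjusted p = 0.0608) and the adhesion molecule gene VCAM1 (1.60) without NT replicate 2 (0.0506) or 4 (0.0503). TNFAIP2 lost it without NT replicate 4 or 5 or NC replicate 3 (0.0901 to 0.217). The unfolded protein response gene PDIA4 lost it without NT replicate 1, 2, 4 or 5 or NC replicate 3 or 4 (0.0646 to 0.295). With the preset correlation the contractile list was lower (0 up and 3 down, 1 and 5 adjusted over the list alone, adjusted p = 0.000262) and so were the G1/S cell cycle genes (0 up and 2 down, 0 and 3, 0.00511), while the crosslinking enzymes were higher (2 up and 0 down, 6 and 0, 0.00264; PLOD2 0.59 and the lysyl oxidase gene LOX 0.80) and so were the reported miR-34 targets (4 up and 0 down, 4 and 0, 0.0142; CDK6 0.40). With an estimated correlation the adjusted p of these 4 lists was 0.0509, 0.0509, 0.132 and 0.163, and without NC replicate 2 that of the miR-34 targets was 0.0518 with the preset correlation. The matrix list as a whole was not called (adjusted p = 0.997), with COL6A3 higher (0.59) and COL8A1 lower (-0.35). Fewer genes were called without NT replicate 4 (135, 51 up and 84 down), NT replicate 5 (129, 56 and 73), NC replicate 2 (184, 90 and 94) or NC replicate 3 (142, 61 and 81). With the replicate number as a block 83 rose and 93 fell. More genes were called without NC replicate 1 (373, 216 up and 157 down) and with no filter on low counts (393, 248 and 145). Of the 139 genes that fell and have an annotated 3' UTR, 44.6% carried the 7-base sequence GGTTGTG there, compared to 10.8% of all 11359 tested genes with a 3' UTR, and without the genes that carry it 131 rises and 79 falls were left, a share of rises of 62.4% in place of 50.2%. This sequence was singled out after its values were seen.

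The third comparison asked how TGF beta acted on cells carrying the control mimic. COL1A1 rose by 0.96 ± 0.0772 (adjusted p = 1.24e-12) and ACTA2 by 0.87 ± 0.156 (adjusted p = 0.000227). FN1 (1.35) and COL1A2 (0.51) also rose, whereas COL3A1 (0.03, adjusted p = 0.928), CCN2 (0.45, 0.111), TIMP1 (0.10, 0.647), PDGFRB (-0.08, 0.857) and SMAD7 (0.60, 0.27) did not pass. The TGFB1 gene (0.74, adjusted p = 0.0329) lost its call without NC replicate 2 or 4 or TGFB1+NC replicate 2, 4 or 5 (adjusted p 0.063 to 0.165). A total of 429 genes changed, of which 245 rose (27 at least 2-fold) and 184 fell (44 at least 2-fold). With library sizes alone in place of TMM factors the share of rises among the called genes was 32.6% in place of 57.1%. The largest rises among well-expressed, separated genes included PMEPA1 (2.72), TGFBI (2.09), the desmosomal gene DSP (1.42), TMEM45A (1.39) and CHAC1, an enzyme of glutathione breakdown induced by stress (1.25). The largest falls among them were those of SERPINB2 (-1.94), the myelin basic protein gene MBP (-1.69), MMP1 (-1.64), the semaphorin gene SEMA3B (-1.40), GRIN2A (-1.36) and RIPOR3 (-1.33).

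By list, 11 of 33 TGF beta/SMAD targets rose and 0 fell (13 and 2 adjusted over the list alone, adjusted p = 1.87e-11), including the matricellular gene THBS1 (0.71). Of the contractile genes 10 rose and 1 fell (16 and 1, adjusted p = 9.47e-16), with TPM1 (1.03), the actin-binding gene CALD1 (0.79) and TAGLN (0.73). Of the matrix genes 12 rose and 3 fell (18 and 4 adjusted over the list alone, adjusted p = 1.93e-14), with COL5A1 (0.99) and the proteoglycan gene VCAN (1.21), and of the crosslinking enzymes 3 rose, led by P4HA1 (0.67), and 0 fell (7 and 1, 5.3e-05). Hypoxia and glycolysis genes (14 up and 0 down, 19 and 0 adjusted over the list alone, adjusted p = 3.81e-23; PGK1 0.71, the lactate dehydrogenase gene LDHA 0.66), ATF4 targets (14 up and 0 down, 18 and 0, 5.45e-16; ASNS 1.11, PSAT1 0.75), unfolded protein response genes (3 up and 0 down, 5 and 0, 0.000303; the chaperone gene HSPA5 0.33) and sterol and fatty acid synthesis genes (4 up and 0 down, 10 and 0, 2.23e-08; HMGCS1 0.41, ACLY 0.36) were higher. Inflammatory cytokines and NF-kB targets were lower (0 up and 3 down, 2 and 6 adjusted over the list alone, adjusted p = 0.00106), among them the cytokine gene IL1B (-0.82), BIRC3 (-0.79) and VCAM1 (-1.53). The epithelial markers were higher (1 up and 0 down, 2 and 0, 0.00231). Each of these lists was called with an estimated correlation too. The quiescent stellate cell genes were lower as a list (adjusted p = 0.0312) with 0 of 10 members called, and this was lost without NC replicate 3 (0.0949). The other 8 lists were not called (adjusted p 0.0722 to 0.922).

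The responses to TGF beta without and with control transfection were then set against each other over the 12039 genes. Their log2 fold changes had a Pearson r of 0.359 and a Spearman rho of 0.259 across genes, which are not independent replicates. Pearson r was 0.0451 with no filter on low counts, 0.476 at a mean count of at least 50 and 0.757 among genes called in either comparison. These comparisons share no library. Both called 207 genes, 206 of them in the same direction, with 121 shared rises where independent lists would share 5.8 and 85 shared falls where they would share 4.86. A direct test of the difference called 8 genes (1123 at an unadjusted p under 0.05; 28 with the DESeq2 Wald test, 50 with no filter on low counts and 16 with only its own groups fitted). EGR1 (-1.90 ± 0.127, adjusted p = 1.06e-14), HES1 (-2.26, 5.43e-08), the immediate-early gene IER2 (-0.83, 0.000346) and COL6A3 (-0.68, 0.0365) had a lower change with TGF beta after control transfection, and PPME1 (0.64, 0.00396), the ligand gene TGFB2 (0.81, 0.00546), SSR3 (0.73, 0.00775) and COL8A1 (0.59, 0.0108) a higher one, COL8A1 because it fell less (-0.44 compared to -1.03). COL6A3 lost its call without any 1 of 12 libraries (NT replicates 2, 4 and 5, NC 2, 3 and 4, TGFB1 2 and 4, and all 4 TGFB1+NC libraries; adjusted p 0.0595 to 0.137), SSR3 without NT replicate 4 (0.0708) and COL8A1 without TGFB1+NC replicate 4 (0.0773). As a list, the sterol and fatty acid synthesis genes had a higher change after control transfection (median difference 0.19, adjusted p = 5.13e-05, and 0.0397 with an estimated correlation). Differences of the SMAD, contractile and matrix lists (adjusted p = 0.0218, 0.00583 and 0.000906) were lost with an estimated correlation (adjusted p = 0.09, 0.142 and 0.09). The SMAD list was also lost without NT replicate 4, TGFB1 replicate 1 or 2 or TGFB1+NC replicate 5 (0.0542 to 0.0638), and the contractile list without TGFB1+NC replicate 2 (0.0517).

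The fourth comparison asked what the miR-34b and miR-34c mimics changed beyond the control mimic, without TGF beta. The cell cycle kinase genes CDK6 (ENSG00000105810, chromosome 7, 92604921 to 92836594) and CDK4 fell (-1.20 ± 0.0906 and -1.10 ± 0.0963, adjusted p = 2.7e-13 and 2.59e-11), and CDK6 averaged 99.1 ± 11 CPM (SD, n = 4) compared to 228 ± 9.33 CPM (SD, n = 4). The receptor kinase genes AXL (-0.99) and MET (-0.50), the Notch pathway genes NOTCH2 (-0.75) and JAG1 (-0.92), the transcription factor genes MYC (-1.23) and E2F3 (-0.47) and the cyclin gene CCNE2 (-0.61) also fell. All of these are reported miR-34 targets. CCND1 (0.14, adjusted p = 0.43), BCL2 (-0.37, 0.568), NOTCH1 (-0.30, 0.446) and SIRT1 (-0.43, 0.151), which are reported targets too, did not pass. Of the 46 reported targets that were tested, 18 fell and 2 rose (22 and 2 adjusted over the list alone, camera adjusted p = 7.4e-11), the NAD synthesis gene NAMPT being among the rises (0.60).

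Type I and type III collagen fell with the mimics in the absence of TGF beta, with log2 fold changes of -0.47 ± 0.0771 for COL1A1, -0.82 ± 0.104 for COL1A2 and -0.65 ± 0.098 for COL3A1 (adjusted p = 3.47e-05, 1.74e-07 and 6.56e-06). ACTA2 (-0.42, adjusted p = 0.12), FN1 (-0.18, 0.199), PDGFRB (-0.40, 0.0627), SMAD7 (-0.02, 0.98) and the TGFB1 gene (0.21, 0.601) did not pass. CCN2 (-0.73, adjusted p = 0.00389) lost its call without NC replicate 3 (0.0563), and the rise of the protease inhibitor gene TIMP1 (0.27, 0.0274) was lost without NC replicate 1 or 2 or miR replicate 1 or 4 (0.065 to 0.151). Across the matrix list 9 genes fell and 1 rose (11 and 1 adjusted over the list alone, adjusted p = 1.41e-07), with SPARC (-0.68), a collagen-binding protein, and COL12A1 (-0.69) among the falls. Of the crosslinking enzymes 9 fell, including the collagen chaperone gene SERPINH1 (-0.62) and PLOD2 (-0.53), and 1 rose, the transglutaminase gene TGM2 (0.68; 10 and 1 adjusted over the list alone, adjusted p = 3.34e-05).

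With only the groups of this contrast fitted 810 genes were called. In the main fit 1272 genes changed with the mimics, of which 581 rose (29 at least 2-fold) and 691 fell (65 at least 2-fold). In miR vs NT, a comparison added after the data had been seen, 194 of the rises and 320 of the falls were also called in the same direction. The largest falls among well-expressed, separated genes were those of HES1 (-2.22), EGR1 (-1.73), the receptor gene NOTCH3 (-1.52), the Polycomb gene CBX2 (-1.47), the cyclin G gene CCNG1 (-1.40) and the transcription factor gene KLF2 (-1.31). The largest rises among them were those of the dynein assembly gene DNAAF4 (1.48), MMP1 (1.45), CCDC191 (1.40), ANKRD1 (1.37), RAB3D (1.30) and GPSM3 (1.19). ANKRD1, RAB3D and GPSM3 had fallen with the control mimic. RAB3D and GPSM3 carry GGTTGTG in the 3' UTR and ANKRD1 does not, and of the 569 genes that rose with the mimics and have an annotated 3' UTR, 20.7% carried GGTTGTG, compared to 10.8% of all.

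The other lists described the cell cycle, lipid synthesis and inflammation. Of 47 G1/S cell cycle genes 9 fell and 1 rose (12 and 1 adjusted over the list alone, adjusted p = 6.12e-06), with the replication licensing gene MCM3 (-0.45) and DTL (-0.63). Of 33 sterol and fatty acid synthesis genes 8 fell and 0 rose (9 and 1 adjusted over the list alone, adjusted p = 3.29e-05), including the desaturase gene SCD (-0.82), HMGCS1 (-0.57) and LSS (-0.65). Of 37 interferon-stimulated genes 8 rose and 0 fell (10 and 0 adjusted over the list alone, adjusted p = 0.000199), among them IFIT3 (0.79) and the DNA sensor gene IFI16 (0.33). Of 18 inflammatory cytokines and NF-kB targets 6 rose and 0 fell (9 and 2 adjusted over the list alone, adjusted p = 0.00105), with BIRC3 (0.95), IL32 (0.52) and the neutrophil chemokine gene CXCL5 (1.66). These 7 called lists held with an estimated correlation. The G2/M cell cycle genes (1 up and 4 down, 1 and 4 adjusted over the list alone, adjusted p = 0.0467) and the unfolded protein response genes (1 up and 4 down, 1 and 6, 0.0467) were lost with it (adjusted p = 0.295 and 0.111). The G2/M list was also lost without NC replicate 1 or 2 or miR replicate 3 or 4 (0.0763 to 0.252), and the unfolded protein response list without NC replicate 1, 2 or 3 or miR replicate 3, 4 or 5 (0.0527 to 0.178). The remaining 10 lists were not called (adjusted p 0.0567 to 0.692), among them the contractile list (0 up and 5 down, adjusted p = 0.318), in which vinculin (VCL, -0.52) and the myosin gene MYH9 (-0.38) fell.

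The fifth comparison asked the same of cells given TGF beta. COL1A1 averaged 1810 CPM (n = 5, 1600 to 2020) with TGF beta and the miR-34b/c mimics compared to 3140 CPM (n = 4, 3100 to 3170) with TGF beta and the control mimic, a log2 fold change of -0.80 ± 0.0723 (adjusted p = 6.41e-11). COL1A2 (-0.97 ± 0.0916), COL3A1 (-0.58) and ACTA2 (-0.88 ± 0.146, adjusted p = 2.78e-05) fell too. TIMP1 rose (0.54, adjusted p = 3.52e-06). FN1 (-0.12, adjusted p = 0.381), CCN2 (-0.43, 0.0549), PDGFRB (0.30, 0.135) and SMAD7 (0.57, 0.104) did not pass. The TGFB1 gene (0.59, adjusted p = 0.0249) lost its call without TGFB1+NC replicate 2, 3 or 4 or TGFB1+miR replicate 2 or 3 (0.0528 to 0.144). Among the reported miR-34 targets, CDK6 (-1.02), AXL (-1.05), CDK4 (-0.95), E2F3 (-0.64), NOTCH2 (-0.51) and MET (-0.48) fell, and MYC (-0.55, adjusted p = 0.151), JAG1 (-0.29, 0.265), CCNE2 (-0.24, 0.29), BCL2 (-0.91, 0.085), CCND1 (0.09, 0.638), NOTCH1 (0.07, 0.881) and SIRT1 (-0.13, 0.71) did not pass.

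A total of 1304 genes changed, of which 568 rose (34 at least 2-fold) and 736 fell (39 at least 2-fold), and 265 of the rises and 398 of the falls were also called in the same direction in TGFB1+miR vs TGFB1, likewise added. With library sizes alone the split was 1080 up and 503 down, a share of rises of 68.2% in place of 43.6%. The largest falls among well-expressed, separated genes were those of the carboxypeptidase gene CPA4 (-1.65), EGR1 (-1.57), ATOH8 (-1.52), the tubulin gene TUBB2B (-1.41), whose near-identical copies can share reads, NOTCH3 (-1.22) and the deiodinase gene DIO2 (-1.14). The largest rises among them were those of MMP1 (1.52), MBP (1.52), the protease inhibitor gene TFPI2 (1.33), LRRC45 (1.25), the gelatinase gene MMP9 (1.25) and the calcium uptake gene MICU3 (1.18). Of the 560 genes that rose and have an annotated 3' UTR, 24.1% carried GGTTGTG, compared to 10.8% of all. The share of counts from mitochondrial genes was 4.65% ± 0.215 (SD, n = 5) with TGF beta and the mimics compared to 5.84% ± 0.13 (SD, n = 4) with TGF beta and the control mimic (exact two-sided permutation p = 0.00794, 0.222 after adjustment over 28 tests).

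By list, the reported miR-34 targets (2 up and 14 down, 3 and 17 adjusted over the list alone, adjusted p = 5.72e-06), the matrix genes (2 up and 8 down, 2 and 10, 0.000131; SPARC -0.59, COL12A1 -0.71), the G1/S genes (1 up and 8 down, 1 and 8, 0.000179; MCM3 -0.59) and the sterol and fatty acid synthesis genes (0 up and 9 down, 0 and 9, 0.000179; SCD -0.65, HMGCS1 -0.42) were lower. The ATF4 targets were lower as well (0 up and 11 down, 0 and 15 adjusted over the list alone, adjusted p = 5.72e-06), including the serine synthesis gene PHGDH (-0.50), ASNS (-0.71), PSAT1 (-0.56) and the glutamine transporter gene SLC1A5 (-0.82). Inflammatory cytokines and NF-kB targets were higher (7 up and 1 down, 9 and 1 adjusted over the list alone, adjusted p = 0.000222): CXCL5 (3.10), BIRC3 (0.94) and IL32 (0.58) rose, and TNFAIP2 fell (-0.62). These 6 lists were also called with an estimated correlation. The contractile genes (0 up and 6 down, 1 and 9 adjusted over the list alone, adjusted p = 0.00073; MYH9 -0.44, CALD1 -0.43) and the interferon-stimulated genes (3 up and 0 down, 5 and 0, 0.00457) were lost with it (adjusted p = 0.0796 and 0.133). The TGF beta/SMAD targets went both ways (4 up and 4 down, 6 and 6 adjusted over the list alone, adjusted p = 0.642), with the latent TGF beta binding protein gene LTBP1 higher (1.04) and TGFBI lower (-0.68). The remaining lists were not called (adjusted p 0.058 to 0.951), among them the crosslinking enzymes (1 up and 7 down, 0.058; SERPINH1 -0.52, TGM2 0.66) and the matrix proteases and inhibitors (4 up and 3 down, 0.642; the plasminogen activator gene PLAT 0.88).

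**Figure D2:**
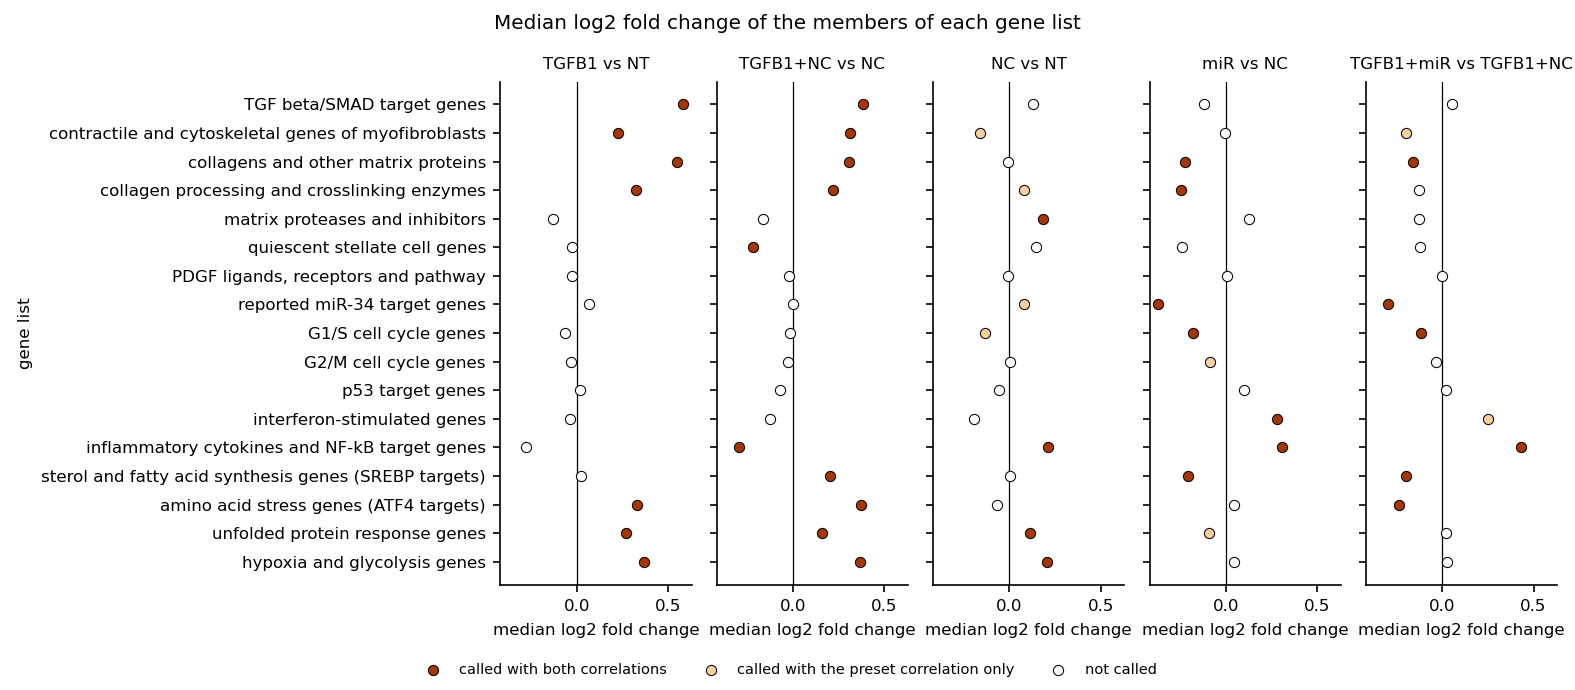
Median log2 fold change (horizontal axes) over the tested members of each gene list except the endothelial and epithelial markers (vertical axis) in 5 comparisons (panels); dark points are lists called with both the preset and the estimated correlation, pale points those called with the preset correlation alone, and open points those not called. The matrix list has a median of 0.547 in TGFB1 vs NT and of -0.157 in TGFB1+miR vs TGFB1+NC.

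Whether the mimics acted on genes raised by TGF beta was tested on the 55 genes that rose at least 2-fold in untransfected cells, a set defined from libraries that this comparison does not use. With TGF beta present, the mimics moved these genes by a median of -0.131 (quartiles -0.493 and 0.0963), 3 of them rose and 11 fell (camera adjusted p = 0.00139, lost at an adjusted p of 0.0708 with an estimated correlation). The median was 0.00232 when the set was defined without TGFB1 replicate 3, -0.0438 without NT replicate 4, -0.054 without TGFB1+miR replicate 3, -0.0287 (30 genes) at a mean count of at least 50, -0.0632 (54 genes) with library sizes alone, and 0.0175 (27 genes) for a set taken from the control-transfected cells and tested in TGFB1+miR against TGFB1, an alternative added after the data had been seen. The 34 genes that fell at least 2-fold with TGF beta moved by a median of -0.111 (camera adjusted p = 0.812). In the absence of TGF beta the same 55 genes moved by a median of -0.253 with the mimics, with 1 rise and 13 falls (camera adjusted p = 6.28e-07, and 0.00884 with an estimated correlation). In NC vs NT the median of these genes was 0.507, so this fall is measured against cells in which they were already higher. The set was defined against the same NT libraries, which can by itself raise the 0.507. The fall against NC therefore does not show levels below those of untreated cells.

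The mimic responses without and with TGF beta shared 574 called genes, all in the same direction, with 240 shared rises (27.4 from independent lists) and 334 shared falls (42.2). Across the 12039 genes Pearson r was 0.5 and Spearman rho 0.482, and these comparisons share no library. Pearson r depended on the genes taken: 0.0751 with no filter on low counts, 0.659 at a mean count of at least 50 and 0.728 among genes called in either comparison. A direct test of the difference called 3 genes (977 at an unadjusted p under 0.05; 17 with the DESeq2 Wald test, 15 of them lower, and 29 with no filter on low counts, 28 of them lower): HES1 fell less with TGF beta present (difference 1.46 ± 0.268, adjusted p = 0.0134), whereas the mimic effect on ASNS (-1.04, 0.00771) and on the vasodilator peptide gene ADM (-0.87, 0.0219) was lower with TGF beta present. HES1 lost its call without NC replicate 1 (0.0615) or 3 (0.0625) or miR replicate 5 (0.081), ASNS without NC replicate 3 (0.06), and ADM without NC replicate 1, 3 or 4, miR replicate 5, TGFB1+NC replicate 3 or 4 or TGFB1+miR replicate 4 (0.0517 to 0.158). The count itself was 1 without NC replicate 1 or miR replicate 5, 0 without NC replicate 3, 6 without miR replicate 1 and 7 without TGFB1+miR replicate 5. The ATF4 targets as a list differed between the arms (median difference -0.216, 0 of 32 higher and 1 lower, 0 and 10 adjusted over the list alone, adjusted p = 3.76e-07, and 0.000224 with an estimated correlation). Differences of the contractile (0.0451), crosslinking (0.0247), miR-34 target (0.0247) and unfolded protein response lists (0.0247) were lost with an estimated correlation (adjusted p = 0.401, 0.401, 0.336 and 0.152). Single omissions also ended these calls: NC 1 or 2, miR 4 or 5, TGFB1+NC 2 or TGFB1+miR 1, 4 or 5 for the contractile list (0.0515 to 0.25), NC 3, miR 4 or 5 or TGFB1+miR 5 for the crosslinking list (0.0513 to 0.181), NC 2 or 3, miR 4 or 5, TGFB1+NC 4 or 5 or TGFB1+miR 5 for the miR-34 targets (0.0517 to 0.0899), and NC 1 or 2, miR 4 or 5 or TGFB1+NC 4 for the unfolded protein response list (0.0536 to 0.126).

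**Figure D3:**
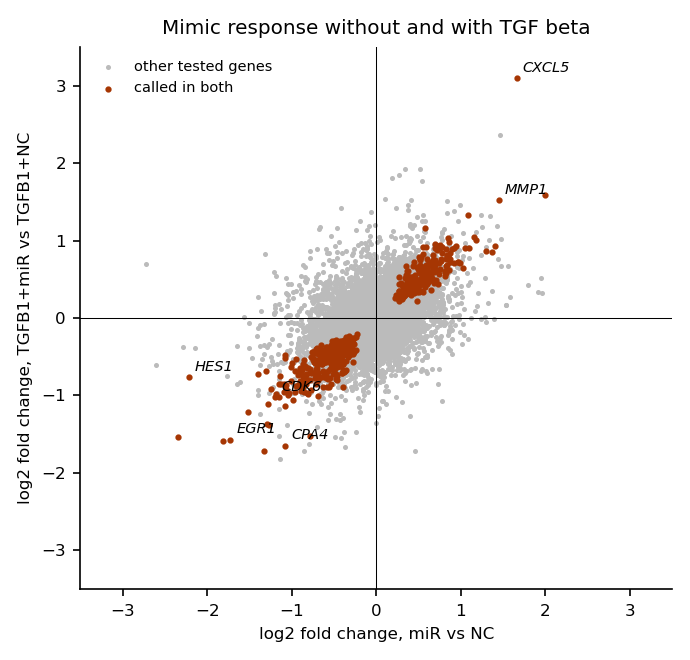
Log2 fold change of each of the 12039 tested genes with the miR-34b/c mimics without TGF beta (horizontal axis) and with TGF beta (vertical axis); dark points are the 574 genes called in both. All 574 lie on the same side of 0 on both axes, and Pearson r over all genes is 0.5.

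The mimics themselves are not measured by mRNA counting, so their action was followed through the 3' UTRs. The matches to the seeds of miR-34c-5p (CACTGCC, shared with miR-34a) and miR-34b-5p (ACTGCCT) were searched in the longest annotated 3' UTR of 11359 tested genes, and 2923 genes had a match. Their median log2 fold change minus that of genes without a match, matched by deciles of UTR length and expression, was -0.0906 in miR vs NC and -0.0853 in TGFB1+miR vs TGFB1+NC. None of 87 control 7-mers with the bases of CACTGCC gave a shift as low in either comparison, their lowest being -0.0352 and -0.0398 (limma camera adjusted p = 0.00234 in each). ACTGCCT has other bases and had no such controls, and CACTGCC alone gave -0.0762 and -0.0778. In the ranking of 16203 7-mers, added after the data had been seen, ACTGCCT ranked 1 and CACTGCC 2 for lower genes in both comparisons. In comparisons without the mimics the shift of the 2923 genes was -0.01 (NC vs NT) and 0.00473 (TGFB1 vs NT). For the 983 genes with a longer, 8-base match it was -0.12 and -0.122. A match was found in 49.8% of the 675 genes that fell without TGF beta and in 44.5% of the 710 that fell with it, compared to 17.9% and 19.1% of the genes that rose and 25.7% of all. The 3' UTR of CDK6 (10219 bases) held 2 matches of each kind and that of MET (2262 bases) also 2 of each. In both genes these overlap, as 2 sites of CACTGCCT. AXL (1862 bases) held 1 CACTGCC, NOTCH2 (3892 bases) 2 ACTGCCT and COL1A1 (2213 bases) 1 ACTGCCT. The 3' UTRs of CDK4 (1022 bases), COL1A2 (839 bases), COL3A1 (972 bases) and ACTA2 (149 bases) held none.

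**Figure D4:**
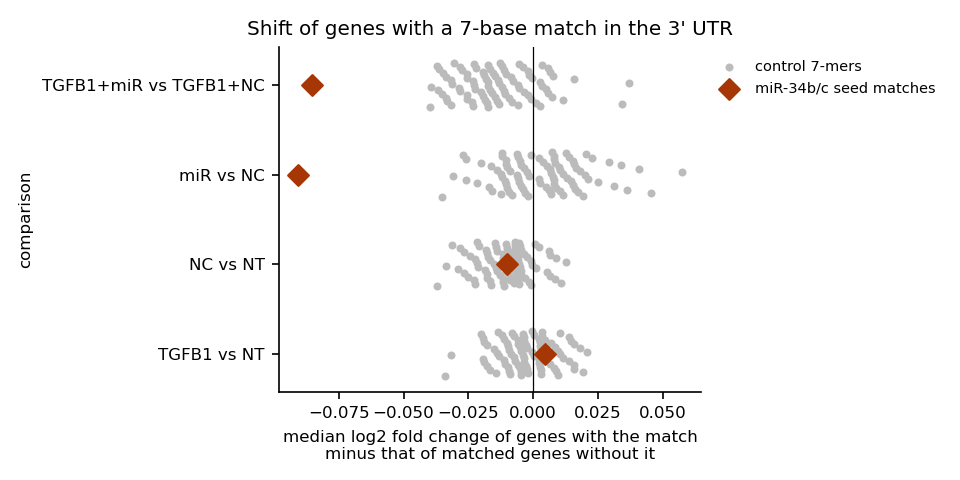
Difference in median log2 fold change between genes with and without a 7-base match in the longest 3' UTR (horizontal axis, log2) in 4 comparisons (vertical axis), for the miR-34b/c seed matches (diamonds) and for each of 87 control 7-mers (grey points). The diamonds lie at -0.0906 and -0.0853 in the comparisons with the mimics, below every control 7-mer, and at -0.01 and 0.00473 in the others.

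A further pair of comparisons completed the design. In cells with the miR-34b/c mimics, TGF beta changed 628 genes, of which 318 rose (56 at least 2-fold) and 310 fell (35 at least 2-fold). With only the groups of this contrast fitted 435 genes were called. The largest rises among well-expressed, separated genes were those of PMEPA1 (3.44 ± 0.225), HES1 (2.00), TGFBI (1.77), VCAN (1.64), BHLHE40 (1.55) and the transcription factor gene SOX4 (1.54), and the largest falls those of SERPINB2 (-1.98 ± 0.196), LRRC2 (-1.61), MMP1 (-1.57), SEMA3B (-1.47), RIPOR3 (-1.39) and GRIN2A (-1.26). In cells given TGF beta, the control mimic changed 720 genes compared to untransfected cells, of which 418 rose (10 at least 2-fold) and 302 fell (23 at least 2-fold). Of the well-expressed, separated genes, SEMA7A (1.80 ± 0.208), TMEM45A (1.28), AK4 (1.13), G0S2 (1.09), BNIP3 (1.02) and PGAM1 (0.99) rose most, and the EGF-domain gene MEGF6 (-1.59 ± 0.195), GPSM3 (-1.23), MBP (-1.18), MED12L (-1.09), LRRC45 (-1.08) and the actin-bundling gene PLS1 (-1.02) fell most. PGAM1 lost its call without TGFB1 replicate 3 or 4 or TGFB1+NC replicate 2 or 3 (adjusted p 0.0522 to 0.0902) and MBP without TGFB1+NC replicate 2 (0.0633). This count was 435 without TGFB1 replicate 3, 408 without TGFB1+NC replicate 2 and 383 without TGFB1+NC replicate 3, and with library sizes alone the split was 273 up and 433 down, a share of rises of 38.7% in place of 58.1%. The control mimic's effects without and with TGF beta shared 112 called genes, 109 of them in the same direction (Pearson r = 0.303, Spearman rho = 0.32 across genes).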

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

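Of the tests below, those of chance values and of a general transfection effect on the control-lowered genes, and the omissions for HES1 and IER2, were chosen only after the result was seen, and the ranking of 7-mers was added after the data had been seen. Differences between responses were tested directly as interactions in edgeR. The mimic response differed with TGF beta for ASNS (-1.04, adjusted p = 0.00771), HES1 (1.46, 0.0134) and ADM (-0.867, 0.0219). The TGF beta response differed after control transfection for EGR1 (-1.9, 1.06e-14), HES1 (-2.26, 5.43e-08), IER2 (-0.832, 0.000346), COL6A3 (-0.683, 0.0365), TGFB2 (0.809, 0.00546), PPME1 (0.644, 0.00396), SSR3 (0.728, 0.00775) and COL8A1 (0.589, 0.0108).

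Of the 141 genes that fell with the control mimic, 111 were higher with the miR-34b/c mimics than with the control mimic (62 called up and 5 down). Chance values of shared libraries were argued against in the TGF beta arm, which shares none: their median in TGFB1+miR vs TGFB1+NC was 0.143 (quartiles -0.102 and 0.435), and 50 were called up where 6.65 would be expected (exact hypergeometric p = 5.2e-31) and 15 down where 8.62 would be (p = 0.0254). A general effect of transfection alone would give no difference between transfected groups. The 50 restate the pattern in the TGF beta arm, so they are not a separate test of such an effect. A control mimic acting through GGTTGTG like a microRNA seed is a candidate explanation: this 7-mer ranked 1 of 16203 for lower genes in NC vs NT and in TGFB1+NC vs TGFB1, 997 in TGFB1+miR vs TGFB1, and 16203, the last, in both mimic comparisons. The 142 genes that rose with the control mimic had a median of -0.124 in TGFB1+miR vs TGFB1+NC (quartiles -0.388 and 0.0921), with 25 called down where 8.68 would be expected (exact hypergeometric p = 1.44e-06) and 12 up where 6.7 would be (p = 0.0362). Repression through a seed does not directly give these falls. GGTTGTG is the seed match of cel-miR-67, a worm microRNA often used as a control, but the sequence of the control used is not given in the sources used here. Some rises in the mimic comparisons may therefore be relief from the control. A part of the fall shared by both transfections stays open. The median of the 141 genes in TGFB1+miR vs TGFB1 was -0.0996 (quartiles -0.317 and 0.0588), with 41 called down and 4 up. In miR vs NT, which shares the NT libraries, it was -0.182 (quartiles -0.482 and -0.0189), with 45 called down and 0 up. Effects of the miR-34b/c mimics themselves stay open too.

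EGR1, HES1 and IER2 rose with TGF beta in untransfected cells and with the control mimic, and fell with the miR-34b/c mimics. In TGFB1+NC vs NC only HES1 rose (0.542, adjusted p = 0.0465), and EGR1 (-0.156, 0.415) and IER2 (-0.0389, 0.901) did not pass. A single deviating library was argued against, since over the omissions of 1 library in TGFB1 vs NT, NC vs NT and miR vs NC the adjusted p was at most 6.71e-11 for EGR1, 0.000187 for HES1 and 0.00505 for IER2. Variation of immediate-early genes as a class, from handling or the time of harvest, stays open: the other 29 members had a median of 0.191 in TGFB1 vs NT, 0.282 in NC vs NT, -0.241 in miR vs NC and -0.0964 in TGFB1+NC vs NC. A biological cause is possible as the groups differ by treatment, but it was not tested apart from this.

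Matrix genes were lower with the mimics under TGF beta while the SMAD target list was not called. The scaling did not change the sign of the matrix list median, its highest value over 3 scalings being -0.0818, with library sizes alone (TMM -0.157). That scaling also moved the median of all genes, from -0.000177 to 0.0741, so the sign alone does not test scaling. A high level in the control-mimic libraries was argued against, since the matrix median in TGFB1+miR vs TGFB1 was -0.39. Direct action through seed matches stays open: 50% (7 of 14) of the matrix and contractile genes that fell had a match compared to 21.4% (9 of 42) of the others (Fisher exact p = 0.0838), so an indirect effect could equally be at work.

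For each of the 129 named genes, 1 library lay far from the others of its group by Dixon's gap test in 48 of 774 groups, where chance gives about 1 in 20, and in 0 of 24 groups of library measures. The values are the gap over the range, and the library was the highest unless low is stated. In NT it was replicate 1 for CDK4 (0.886), DNAAF4 (0.906), replicate 4 for CCND1 (0.835) and replicate 5 for PMEPA1 (0.832, low), THBS1 (0.912, low). In NC it was replicate 1 for SFRP1 (0.866), IFI16 (0.845), MEGF6 (0.905), replicate 2 for COL1A2 (0.857), IL1B (0.838), SCD (0.863), replicate 3 for CCN2 (0.88), PDGFRB (0.833), LOX (0.89), JAG1 (0.857), PLS1 (0.879, low) and replicate 4 for RIPOR3 (0.84), CPS1 (0.894, low). In TGFB1 it was replicate 1 for BHLHE40 (0.741), TUBB2B (0.804), replicate 3 for NFKBIZ (0.771, low) and replicate 5 for MYLK (0.723), HMGCS1 (0.746), CDK4 (0.726), IFIT3 (0.906). In miR it was replicate 1 for FN1 (0.919, low), PPFIA4 (0.876, low), CDK4 (0.849), NOTCH2 (0.886, low), MICU3 (0.878, low), replicate 3 for SMAD7 (0.845, low), replicate 4 for MET (0.833) and replicate 5 for CPA4 (0.963, low), SOX4 (0.864). In TGFB1+NC it was replicate 2 for TPM1 (0.885), LOX (0.831), THBS1 (0.908), VCL (0.914), PPME1 (0.908), replicate 3 for NAMPT (0.864) and replicate 4 for IRGQ (0.8291), VCAN (0.903, low). In TGFB1+miR it was replicate 1 for SERPINB2 (0.725), replicate 3 for CALD1 (0.861), SERPINH1 (0.822, low) and replicate 5 for PSAT1 (0.906), ACLY (0.797), CCND1 (0.947).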

How the results depend on the processing

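The comparators against untransfected cells, the set of TGF beta-induced genes taken from control-transfected cells and the counts without GGTTGTG genes were chosen only after the data had been seen. Of the main results, 105 values under other settings stayed, 13 moved and 1 reversed, and on leaving out 1 library 150 stayed, 12 moved and 1 reversed. A count stayed if it was within 1.5 times the main one, a correlation if it moved by less than its jackknife SE, and a seed shift or induced-gene median if its sign and the side of its unadjusted camera test were kept, whatever its size. The induced genes with an estimated correlation count as staying by that p (0.0354), but not by the adjusted one (0.0708). The jackknife SE is built from the same omissions, so a correlation could hardly count as moved on leaving out 1 library. The 17 omissions of each correlation among the 150 are therefore no test of it. For the seed shifts without matching and with DESeq2 log2 fold changes, the camera p was that of the main fit (0.000853 and 0.00117). Only the sign could change there. For the named genes 2941 values kept their call, 25 gained it and 76 lost it (3184, 16 and 273 on leaving out 1 library), and for the gene lists 604, 17 and 30 (1381, 22 and 41). None of these reversed.

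NC vs NT gave 1.8e+02 genes (83 up and 93 down) with the replicate number as a block in place of 283 (142 and 141), where each of the other contrasts stayed within 1.5 times. Same-numbered libraries did not deviate together: 13 of 55 correlations were over 0.1 (median -0.00157), and 5 of 26 libraries correlated best with their own number, so the numbers were not used as pairs. miR vs NC gave 810 genes in place of 1272 when only its own groups were fitted, and TGFB1+miR vs miR gave 435 in place of 628. Both contain the miR group. The other group comparisons gave more genes in this setting (734 in TGFB1 vs NT in place of 603). The spread differed between groups: the chi-square per degree of freedom between pairs of libraries was 2.79 to 7.26 in miR and 2.01 to 2.88 in NT. It was also wide in NC (3.23 to 6.82) and TGFB1+miR (2.54 to 7.43). The main fit pools all groups, and whether this raised the 1272 was not tested. The mimic interaction gave 17 genes with the DESeq2 Wald test and 29 with no filter on low counts in place of 3, and the transfection interaction 28, 50 and, with only its own groups, 16 in place of 8; the cause was not tested. For the induced genes the median was 0.0175 in the set from control-transfected cells tested against untransfected cells, in place of -0.131. It was also nearer 0 at a mean count of at least 50 (-0.0287), with library sizes alone (-0.0632), in the set at a log2 fold change of at least 0.58 (-0.0775), in the set called in both TGF beta comparisons (-0.0856) and with the replicate block (-0.0941), and the cause was not tested. Pearson r of the mimic responses was 0.728 among genes called in either contrast, 0.659 at a mean count of at least 50 and 0.0751 with no filter, and that of the TGF beta responses 0.757, 0.476 and 0.0451, since these settings by construction remove or admit genes with few counts or no change.

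Without the genes that carry GGTTGTG the rises and falls were 131 and 79 in NC vs NT (in place of 142 and 141), 463 and 622 in miR vs NC, 433 and 666 in TGFB1+miR vs TGFB1+NC and 389 and 200 in TGFB1+NC vs TGFB1 (in place of 418 and 302), and TGFB1+NC vs NC gave 390 genes in place of 429.

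On leaving out 1 library the counts ranged from 404 to 610 in TGFB1 vs NT, 129 to 373 in NC vs NT, 308 to 379 in TGFB1+NC vs NC, 855 to 1232 in miR vs NC, 899 to 1345 in TGFB1+miR vs TGFB1+NC, 460 to 655 in TGFB1+miR vs miR, 383 to 776 in TGFB1+NC vs TGFB1, 0 to 7 in the mimic interaction and 6 to 12 in the transfection interaction. The seed shifts ranged from -0.0983 to -0.0796 and from -0.092 to -0.0835, the induced-gene median from -0.155 to 0.00232, and r from 0.436 to 0.521 and from 0.319 to 0.369. With 4 to 5 libraries per group and this depth, 56% to 74% of simulated 1.5-fold changes were recovered in the first 5 contrasts, so smaller changes can be missed.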

Other observations

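The gene lists in TGFB1+miR vs miR and in the comparisons with untransfected cells were tested only after the main results had been seen. Cells carrying the miR-34b/c mimics still responded to TGF beta at matrix and metabolic genes. In TGFB1+miR vs miR, 16 of 33 matrix genes rose and 2 fell (camera adjusted p = 4.06e-18, estimated correlation 2.87e-05), 13 of 33 SMAD targets rose and 0 fell (2.76e-17, 3.2e-06), and 7 of 23 contractile genes rose and 1 fell (5.5e-08, 0.00458). Hypoxia and glycolysis genes (15 up and 1 down, 7.24e-18) and sterol and fatty acid synthesis genes (10 up and 0 down, 1.36e-09) were higher too, and NF-kB targets were lower (1 up and 3 down, 0.00467).

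Comparisons with untransfected cells mix the mimics with transfection itself. The reported miR-34 targets had a median log2 fold change of -0.332 in miR vs NT (camera adjusted p = 2.35e-07) and -0.297 in TGFB1+miR vs TGFB1 (0.000126), the matrix genes -0.265 (1.4e-07) and -0.39 (3.99e-10), and the NF-kB targets 0.611 (2.14e-09) and 0.439 (0.000126). The NF-kB targets were also higher in NC vs NT (0.00726), so their rise here cannot be put down to the miR-34b/c mimics alone. These comparisons called 1018 and 1896 genes.

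Other groupings of the same libraries, the real one included, were tried for the main results except the correlations between responses. The real grouping alone gave as many called genes in TGFB1 vs NT (1 of 100 groupings, highest other 328), NC vs NT (1 of 35, 92), TGFB1+NC vs NC (1 of 35, 2), miR vs NC (1 of 35, 105), TGFB1+miR vs TGFB1+NC (1 of 100, 803), TGFB1+miR vs miR (1 of 100, 392) and TGFB1+NC vs TGFB1 (1 of 100, 406), so chance can be excluded at that resolution. It can also be excluded, with under 5 in 100 groupings as extreme, for the seed shifts (1 of 35, lowest other -0.0701, and 1 of 100, -0.0601). For the induced genes 2 of 100 groupings had a median as low, and the other was lower (-0.151) than the real -0.131. That is under 5 in 100 too, but it concerns the grouping alone. Their camera adjusted p was 0.0708 with an estimated correlation, and their median was 0.00232 without TGFB1 replicate 3. For the interactions the groupings do not decide, because exchanging labels within 1 arm also changes the main effect and the spread within groups: 2 of 100 gave as many genes as the real 8 for transfection (highest other 64) and 3 of 100 as many as the real 3 for the mimics (821).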
